A study of Arabidopsis thaliana with 15 samples.

How the data were processed

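Ribosomal-RNA-depleted total RNA of Arabidopsis thaliana seedling shoots was sequenced in 15 libraries, 3 from each of 5 genotypes. The genotypes were wild type (WT), the single mutants rps6a and rps6b, and plants mutant in both genes that carried a transgene, either eS6A-HA or eS6A-Δ6SA. Seedlings were 12 days old and grew with 16 h of light and 8 h of dark. Groups and replicate numbers were taken from the sample labels. The mutated genes code for eS6, a protein of the small ribosomal subunit. A double mutant without a transgene was not analysed here.

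The values deposited by the authors were a signal per gene and library, namely read counts divided by 1 size factor per library, named as DESeq2-normalized counts per the file headers and name. Libraries carried External RNA Controls Consortium (ERCC) spike-in RNAs and were read as paired ends of 75 bases, per the labels' protocols. The aligner, counting tool, genome build, annotation, use of strand and any filter were not stated. The table held 21777 genes and 77 spike-in rows, and each listed row was above 0 in at least 3 libraries. All 15 sample columns were used.

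Every value in a library was a whole multiple of a single step, so the reads behind it could be recovered. In each library 100% of the positive values came out whole. On these reads edgeR called 3578 genes in rps6a against WT and DESeq2 called 2765. Recovered gene reads ranged from 5726410 in rps6a replicate 1 to 10009723 in rps6b replicate 1. Spike-in rows took 4.39% to 6.08% of the reads and were kept out of library sizes and gene tests. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom from 1.69 to 5.47 over the pairs, so each library counted as 1 replicate.

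Gene names came from a reference table of the assembly TAIR10.1, in which 21565 of the 21777 identifiers matched. Because the authors' build was not stated, no coordinates are given, and the reference was used only for names, biotypes, neighbouring and overlapping genes, exon length and GC content. RPS6A (AT4G31700) carries the symbol RPS6 and RPS6B (AT5G10360) the symbol EMB3010 in that table. Reads of an eS6A transgene are counted at RPS6A where the sequences match. The annotated transcripts of RPS6A and RPS6B shared 0 stretches of 75 bases, 0 of 50 bases and 8 of 30 bases.

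The main test was limma with trend and robust moderation on log2(normalized count + 1), over the 16335 genes with a mean of at least 10 across the 15 libraries. All 15 libraries entered 1 fit with a coefficient per genotype, so that the groups shared an estimate of the spread, and 10 pairwise contrasts were drawn from it. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, and genes with an adjusted p under 0.05 were counted as differing. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The replicate number was not a term of the model.

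Gene lists were tested by camera with a preset correlation of 0.01 over 4 lists and 5 comparisons, adjusted over the 20 tests, with fry and camera with an estimated correlation as alternatives. The anthocyanin pathway list (10 of 11 members tested) and the light-harvesting list (17 of 18) were fixed by identifier, and the plastid-encoded list (103 of 119) by identifier prefix. For the cytosolic ribosomal protein list (135 of 154), the rule of selecting by description was set in advance, but its exact text patterns were written after gene values had been seen and before any list was tested. RPS6A and RPS6B were left out of that list. Some family names it selects by are shared with organellar ribosomal proteins, so the list is not purely cytosolic, and an alternative chosen after seeing the data left out the 39 tested genes with such a name or a superfamily name. Near-identical light-harvesting genes can share reads, so the split between their copies is uncertain.

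Single genes tested by name in the text are RPS6A, RPS6B, those picked by a rule and the plastid gene ATCG00020, which was singled out after its values were seen. In 6 comparisons the rule took the 2 largest rises and the 2 largest falls among differing genes with a mean of at least 50 in the higher group and no overlap between the libraries of the groups compared. A gene with at most 3 reads in each library of a group gets a lower bound of its fold change, computed against 3 reads. Intervals of shares are 95% Clopper-Pearson intervals, which cover counting error only, and genes are not independent replicates. Shares of reads and summed levels were compared by exact two-sided permutation tests, in which 3 against 3 libraries cannot give a p below 0.1. Unchanged groups set against the same control libraries were simulated in 20 draws, because comparisons that share libraries are correlated by chance.

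The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Tested on simulated data of 16335 genes with 200 changed 2-fold, limma recovered 82% of the changed genes with 5.20% false calls, edgeR 82% with 4.65%, and DESeq2 75.5% with 3.21%. A simulated list of 50 genes shifted 1.2-fold gave a camera p of 4.75e-24 and an unshifted list gave 0.504.

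Alternatives fixed in advance were pseudocounts of 0.5 and 10, no filter and a mean of at least 100, upper quartile scaling, scaling to 35 spike-in rows, a fit of only the groups compared, the replicate number as a block, edgeR (quasi-likelihood, TMM) and DESeq2 on the recovered reads, a log2 fold threshold of 1, and leaving out each library in turn.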

Results

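RNA abundance was measured in seedling shoots of 5 Arabidopsis genotypes with 3 libraries each. WT was the control. The lines rps6a and rps6b each carried a mutation in 1 of the 2 paralogous genes for ribosomal protein eS6, and the lines eS6A-HA and eS6A-Δ6SA carried a transgene in plants mutant in both genes. Recovered gene reads per library were 7312804 to 9582983 in WT, 5726410 to 8319828 in rps6a, 8549434 to 10009723 in rps6b, 7477503 to 9167608 in eS6A-HA and 7215397 to 8018598 in eS6A-Δ6SA. Of 21777 genes, 16335 passed the filter on low values and were tested.

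The mutated genes were examined first. RPS6A (AT4G31700) had 952 ± 120 normalized counts in WT (SD, n = 3) and 69.8 ± 13.7 in rps6a, which was 7.34% of the WT mean. The log2 fold change was -3.76 (SE 0.11, limma adjusted p 4.87e-19). In rps6b the level was 1724 ± 125, higher than in WT by 0.86 on the log2 scale (limma adjusted p 1.14e-06). In eS6A-HA it was 1827 ± 57.4, higher by 0.95 (limma adjusted p 5.06e-06). The level of 1239 ± 137 in eS6A-Δ6SA did not differ from WT at the threshold, with a log2 fold change of 0.38 (limma adjusted p 0.0592). That call changed with the processing, the adjusted p ranging from 0.0146 under DESeq2 to 0.0611 over 10 alternatives. Spike-in scaling moved the value most, to 0.52 (limma adjusted p 0.0401), and leaving out WT replicate 1 or eS6A-Δ6SA replicate 1 gave 0.47 and 0.46 (limma adjusted p 0.0228 and 0.0340). RPS6A was lower in eS6A-Δ6SA than in eS6A-HA by a log2 fold change of -0.56 (SE 0.11, limma adjusted p 0.00293). Under spike-in scaling this became -0.36 and was no longer past the threshold (limma adjusted p 0.137, range over the alternatives 1.43e-05 to 0.137).

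RPS6B (AT5G10360) had 932 ± 41.3 normalized counts in WT (SD, n = 3) and 1222 ± 29.9 in rps6a, a log2 fold change of 0.39 (SE 0.10, limma adjusted p 0.00405). In rps6b 266 ± 12.2 remained, 28.6% of the WT mean, with a log2 fold change of -1.80 (limma adjusted p 7.17e-16). The level was 86.7 ± 12.8 in eS6A-HA and 64.3 ± 5.11 in eS6A-Δ6SA, 9.30% and 6.90% of the WT mean. Their log2 fold changes against WT were -3.42 and -3.84 (limma adjusted p 3.21e-24 and 6.37e-26). RPS6B was also lower in eS6A-Δ6SA than in eS6A-HA, by -0.42 on the log2 scale (limma adjusted p 0.0141), but this call was lost under edgeR (adjusted p 0.116), under DESeq2 (adjusted p 0.221) and under spike-in scaling (limma adjusted p 0.434), the lowest value over the alternatives being 0.0129. It was also lost without eS6A-HA replicate 2 (-0.34, limma adjusted p 0.129), eS6A-HA replicate 3 (-0.37, 0.0964) or eS6A-Δ6SA replicate 2 (-0.35, 0.0970).

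**Figure D1:**
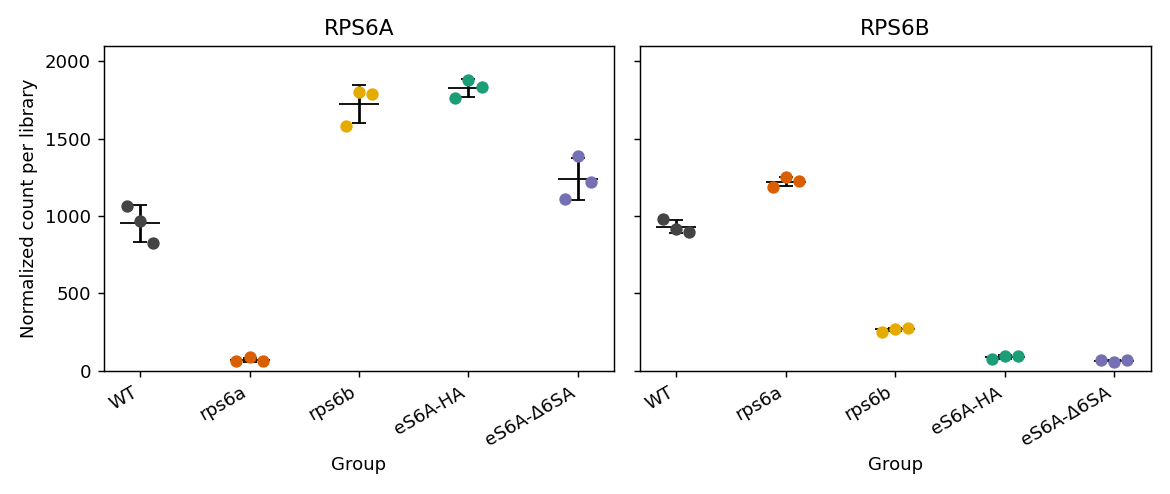
Normalized counts of RPS6A and RPS6B in each of the 15 libraries (points, coloured by group), with the group mean (horizontal line) and SD (error bar). RPS6A was lowest in rps6a (mean 69.8) and highest in eS6A-HA (1827), and RPS6B was lower in eS6A-HA (86.7) and eS6A-Δ6SA (64.3) than in rps6b (266).

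The sum of the RPS6A and RPS6B values was 1883 ± 159 in WT, 1291 ± 42.4 in rps6a, 1990 ± 137 in rps6b, 1913 ± 70.0 in eS6A-HA and 1304 ± 133 in eS6A-Δ6SA (SD, n = 3 each). All libraries of rps6a lay below all of WT, and all of eS6A-Δ6SA below all of WT and of eS6A-HA, and the exact permutation p of each of these 3 comparisons was 0.1, the smallest the design allows (adjusted over 5 comparisons 0.167). The sums of rps6b and eS6A-HA were not distinguishable from WT (exact permutation p 0.5 and 0.8, adjusted 0.625 and 0.8).

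The first principal component of the tested genes held 35.4% of the variance and the second 9.20%. On the first, all rps6a and rps6b libraries lay above 27, all WT and eS6A-HA libraries below -20, and eS6A-Δ6SA libraries between -12.4 and -4.89. Plastid transcripts made up 59.2% ± 0.490 of gene reads in WT (SD, n = 3), 52.3% ± 0.283 in rps6a, 56.5% ± 0.461 in rps6b, 61.3% ± 0.991 in eS6A-HA and 57.7% ± 1.11 in eS6A-Δ6SA. The difference from WT had an exact permutation p of 0.1 for rps6a, rps6b and eS6A-HA and of 0.2 for eS6A-Δ6SA (adjusted over 15 tests 0.167 and 0.3). Mitochondrial transcripts rose from 0.379% ± 0.00920 in WT to 0.575% ± 0.00920 in rps6a and 0.788% ± 0.169 in rps6b, and were 0.414% ± 0.0186 in eS6A-HA and 0.411% ± 0.0162 in eS6A-Δ6SA (exact permutation p 0.1 for each of the 4 against WT, adjusted 0.167). A single plastid gene, ATCG00020, took 26.6% ± 0.749 of gene reads in WT, 18.5% ± 1.02 in rps6a, 17.7% ± 0.479 in rps6b, 26.1% ± 0.740 in eS6A-HA and 24.7% ± 1.84 in eS6A-Δ6SA. Its log2 fold change against WT was -0.84 in rps6a and -0.73 in rps6b (SE 0.059, limma adjusted p 1.50e-12 and 3.37e-11). This gene was singled out after its values were seen. In both single mutants its mean share fell by more than that of all plastid transcripts. The mean share of the other plastid transcripts together was thus not lower in rps6a or rps6b than in WT.

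**Figure D2:**
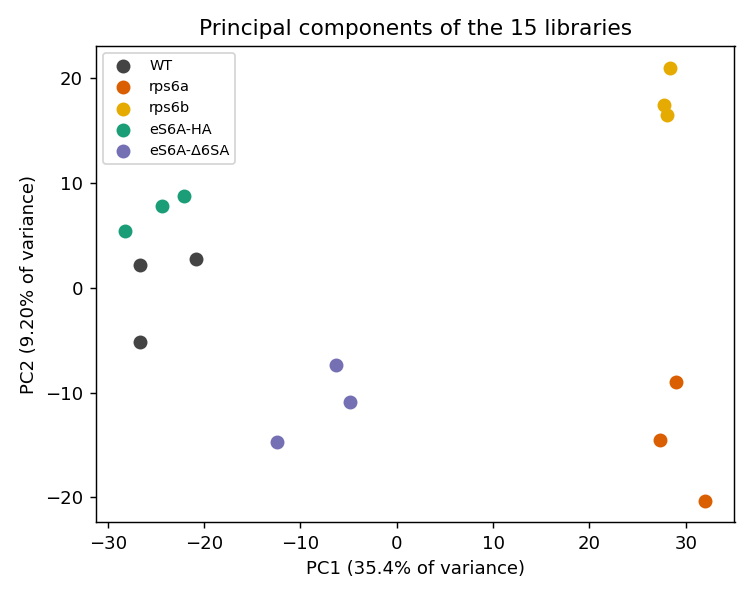
The first and second principal components of the 15 libraries, each point a library coloured by group, with the percentage of variance on each axis. WT and eS6A-HA libraries lie on the left, eS6A-Δ6SA libraries between -12.4 and -4.89, and rps6a and rps6b libraries on the right, where the second component parts them.

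The single mutants, each with a mutation in 1 paralog, were compared with WT. Direct effects of the mutation were not separated from differences in growth or harvest, as the labels give no batch. In rps6a, 3468 genes differed (limma), 1702 higher and 1766 lower, which was 21.2% of the genes tested, and 632 of them had an absolute log2 fold change of at least 1. In rps6b, 3800 genes differed, 1895 higher and 1905 lower, 640 of them by at least 1 on the log2 scale. Scaling to the spike-in RNAs raised the rps6a count to 5626, of which 95.1% were higher, since the median of all genes moved up by 0.35 on the log2 scale under it. The same scaling gave 2218 genes in rps6b, 51.0% of them higher. Directions of single genes are therefore relative to the bulk of the transcriptome.

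**Figure D3:**
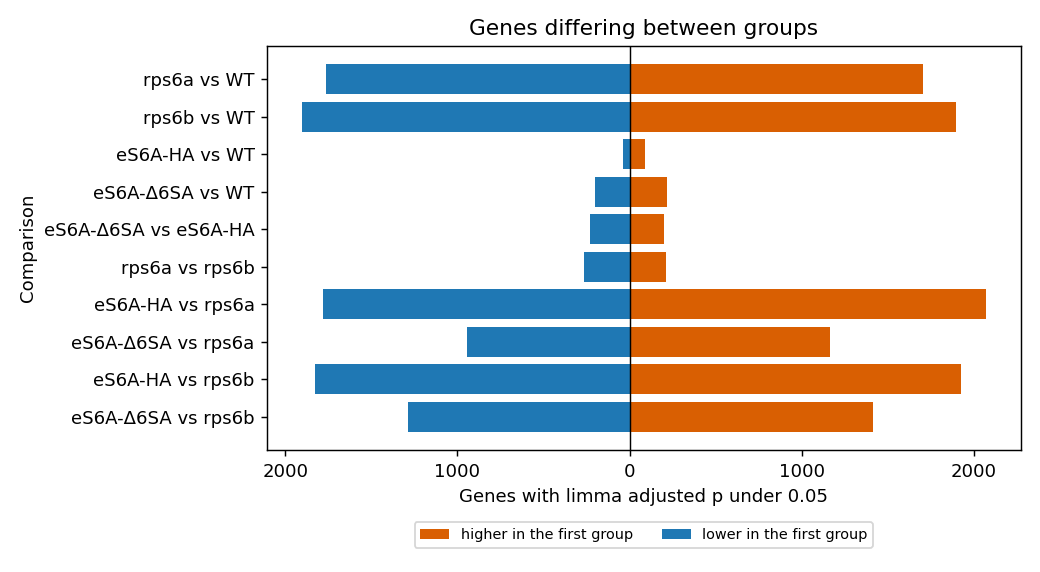
Number of genes with a limma adjusted p under 0.05 in each of the 10 comparisons, drawn to the right when higher and to the left when lower in the first-named group. The single mutants differed from WT in 3468 and 3800 genes, against 130 in eS6A-HA and 420 in eS6A-Δ6SA.

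Genes are ranked here among those that met the rule, which asks for a mean of at least 50 in the higher group. Among them the largest rises in rps6a beside WT were in AT3G01345, a protein-coding gene, and NAC044 (AT3G01600). AT3G01345 had 62.8 ± 5.25 normalized counts in rps6a, 62.6 ± 4.72 in rps6b and at most 3 reads in each WT library, so it was at least 20.6-fold higher in both mutants. NAC044 had 80.6 ± 13.6 in rps6a and was at least 26.5-fold higher than in WT. The largest falls in rps6a were in RPS6A itself and in NAP (AT1G69490), which went from 270 ± 30.1 to 51.0 ± 16.0 (log2 fold change -2.42, SE 0.20, limma adjusted p 2.84e-08). In rps6b the 18S ribosomal RNA gene AT2G01010 rose to 53.9 ± 10.2, at least 17.7-fold, although ribosomal RNA was depleted from these libraries and near-identical copies of this gene can share its reads. AT4G27450 and AT2G05540 had the largest falls in rps6b, with log2 fold changes of -2.66 (SE 0.14) and -2.65 (SE 0.16), limma adjusted p 3.69e-16 and 8.53e-13. AT4G27450 overlaps AT4G27440 on the opposite strand, and since the use of strand was not stated its value is uncertain.

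The changes in the 2 single mutants were compared with each other. Across genes, the log2 fold changes of rps6a and rps6b against WT had a Pearson r of 0.803, where simulated unchanged groups set against the same WT libraries gave 0.504. The value ranged from 0.743 without a filter to 0.833 at a mean of at least 100. Both comparisons called 2364 genes, of which 2352 changed in the same direction (99.5%, interval 99.1% to 99.7%). Sharing the WT libraries favours the same direction, and no simulated value was made for this share. A further 1104 genes were called in rps6a only and 1436 in rps6b only, which by itself does not show a difference between the mutants. In the direct comparison 477 genes differed between rps6a and rps6b (limma), 213 higher and 264 lower in rps6a, and leaving out rps6a replicate 1 or rps6b replicate 3 lowered the count to 293 and 316. Under spike-in scaling 4641 genes differed, 99.2% of them higher in rps6a, with the median of all genes moved by 0.37. Beside RPS6A and RPS6B, the rule named IPS1 (AT3G09922), at 54.5 ± 2.2 in rps6a and 9.59 ± 2.09 in rps6b (log2 fold change 2.41, SE 0.32, limma adjusted p 1.04e-05). It also named ATMG01390, at 916 ± 149 in rps6a and 6593 ± 2635 in rps6b (log2 fold change -2.76, SE 0.32, limma adjusted p 8.51e-04), a call lost when only these groups were fitted (limma adjusted p 0.0538, range over the alternatives 1.20e-16 to 0.0538). The reference gave no biotype or product for ATMG01390, a mitochondrial gene by its identifier. Ribosomal RNA left after depletion was therefore not excluded as the source of its reads.

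The transgenic lines were compared with WT to ask how near expression came to WT with either form of eS6A as the transgene. In eS6A-HA 130 genes differed (limma), 90 higher and 40 lower, and 1826 had an unadjusted p under 0.05. Leaving out WT replicate 2 or eS6A-HA replicate 1, 2 or 3 reduced this to 69, 65, 80 and 69 genes. In eS6A-Δ6SA 420 genes differed, 218 higher and 202 lower, and 250 without WT replicate 2. Beside RPS6B, the rule named JAL23 (AT2G39330), MBP1 (AT1G52040) and IMS2 (AT5G23020) in eS6A-HA. JAL23 rose from 4.59 ± 0.957 to 52.6 ± 24.6 (log2 fold change 3.18, SE 0.30, limma adjusted p 7.41e-09) and MBP1 from 33.0 ± 9.80 to 179 ± 35.8 (2.43, SE 0.21, limma adjusted p 2.13e-06). IMS2 fell from 79.9 ± 12.7 to 37.1 ± 7.16 (-1.09, SE 0.22, limma adjusted p 0.0194), and lost its call under spike-in scaling (limma adjusted p 0.187, the lowest over the alternatives 0.00144) and without WT replicate 2 or 3 or eS6A-HA replicate 2 or 3 (limma adjusted p 0.0947, 0.0720, 0.0736 and 0.136). In eS6A-Δ6SA the pseudogene AT5G28335 had 89.1 ± 5.25 and AT3G29633 had 95.1 ± 5.37 normalized counts, at least 29.2-fold and 31.2-fold higher than in WT, where each library had at most 3 reads. HSP70 (AT3G12580) fell from 460 ± 72.6 to 181 ± 28.6 (log2 fold change -1.34, SE 0.12, limma adjusted p 3.41e-09).

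Against the single mutants, 3852 genes differed between eS6A-HA and rps6a (limma), 2071 higher and 1781 lower, and 2109 between eS6A-Δ6SA and rps6a, 1166 higher and 943 lower. Against rps6b, 3748 genes differed in eS6A-HA, 1923 higher and 1825 lower, and 2701 in eS6A-Δ6SA, 1412 higher and 1289 lower.

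Of the 3468 genes that differed between rps6a and WT, 2523 differed in the opposite direction between eS6A-HA and rps6a (72.8%, interval 71.2% to 74.2%), and 1638 did so between eS6A-Δ6SA and rps6a (47.2%, interval 45.6% to 48.9%). A simulated group equal to WT gave 87.5%, and a simulated group equal to rps6a gave 0.00671%. The simulations took the observed rps6a means of the called genes as true and drew genes independently. Since called genes were picked for large differences, 87.5% may be too high, and its gap to 72.8% does not by itself show incomplete reversal. Still called in the rps6a direction against WT were 72 of the genes in eS6A-HA (2.08%, interval 1.63% to 2.61%) and 337 in eS6A-Δ6SA (9.72%, interval 8.75% to 10.8%), where a simulated group equal to WT gave 0.00334% and one equal to rps6a 87.8%. With a log2 fold threshold of 1 the reversed shares were 60.1% for eS6A-HA and 35.0% for eS6A-Δ6SA, and without eS6A-Δ6SA replicate 1 that of eS6A-Δ6SA was 34.1%. Without eS6A-HA replicate 1 or 3 the share still called in eS6A-HA was 1.14% and 1.21%. Over the 3468 genes, the median log2 fold change against WT, signed by the direction in rps6a, was 0.57 in rps6a, 0.50 in rps6b, 0.049 in eS6A-HA and 0.19 in eS6A-Δ6SA. Across all tested genes the changes in rps6a correlated with those in eS6A-Δ6SA at a Pearson r of 0.596 and with those in eS6A-HA at 0.260, and a simulated unchanged group gave 0.229.

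The forms of the transgene were compared directly. Between eS6A-Δ6SA and eS6A-HA 429 genes differed (limma), 201 higher and 228 lower in eS6A-Δ6SA, and 83 by at least 1 on the log2 scale. The count was 279 without eS6A-HA replicate 1, 241 without eS6A-HA replicate 3 and 255 without eS6A-Δ6SA replicate 3, and 572 under spike-in scaling, with 95.6% higher. The transgene lines also differed in counted RPS6A level, as given above, so transgene form and counted level changed together. Transgene reads that do not match RPS6A would be missed, and their number was not tested. For 150 genes eS6A-Δ6SA differed from both WT and eS6A-HA in the direction in which rps6a differed from WT, 88 of them higher and 62 lower in rps6a. The converse, in which eS6A-HA kept the rps6a direction and differed from eS6A-Δ6SA that way, held for 6 genes. AT3G29633 was at least 28.3-fold and the pseudogene AT5G35935 at least 18.4-fold higher in eS6A-Δ6SA than in eS6A-HA. In WT AT3G29633 was as low as in eS6A-HA. AT5G35935 had 19.9 ± 7.92 normalized counts in WT, 2.62 ± 0.677 in eS6A-HA and 61.8 ± 9.26 in eS6A-Δ6SA, so both lines lay apart from WT. The largest falls among genes that met the rule were in ATMG01390 and SPX1 (AT5G20150). ATMG01390 went from 2552 ± 318 to 800 ± 223 (log2 fold change -1.71, SE 0.32, limma adjusted p 0.0190). SPX1 went from 356 ± 117 to 129 ± 73.2 (-1.54, SE 0.35, limma adjusted p 0.0444). In WT the levels were 786 ± 93.0 for ATMG01390 and 187 ± 13.3 for SPX1. For both genes the eS6A-Δ6SA libraries overlapped those of WT, and all eS6A-HA libraries lay above WT. Both calls between the transgenic lines were lost under spike-in scaling (limma adjusted p 0.0564 and 0.0777). Over the alternatives the adjusted p of ATMG01390 ranged from 2.24e-05 to 0.0623 and that of SPX1 from 0.00214 to 0.294. Without eS6A-HA replicate 1 they were 0.0738 and 0.136, and without replicate 3 0.0703 and 0.142 (limma adjusted p). SPX1 was also lost without eS6A-Δ6SA replicate 2 or 3 (limma adjusted p 0.0891 and 0.142).

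The 4 gene lists were then tested. The list of cytosolic ribosomal protein genes, selected by family names that include some organellar proteins such as HLL, NFD3 and EMB3105, had a median log2 fold change of 0.33 in rps6a and 0.41 in rps6b against WT, positive under each scaling (camera adjusted p 3.74e-15 and 2.34e-19). Of the 135 genes, 121 were higher in rps6a and 119 in rps6b. Over all genes tested 66 and 85 of them were called (limma), and adjusted over the list alone 75 and 91. The median was -0.074 in eS6A-HA against WT (camera adjusted p 5.43e-04), -0.0050 in eS6A-Δ6SA against WT (camera adjusted p 0.809), where upper quartile and spike-in scaling turned it positive, and 0.087 in eS6A-Δ6SA against eS6A-HA (camera adjusted p 0.00417). In these 3 comparisons 0, 1 and 1 genes were called over all genes, 0, 1 and 1 adjusted over the list alone, and 12, 11 and 13 had an unadjusted p under 0.05. Leaving out WT replicate 1 turned the eS6A-HA median to 0.011 and cost it its call (camera adjusted p 0.932). The eS6A-Δ6SA median against WT gained a call upward without WT replicate 1 (0.069) or eS6A-Δ6SA replicate 1 (0.078, camera adjusted p 0.00422 and 0.00208). It gained one downward without WT replicate 3 (-0.078) or eS6A-Δ6SA replicate 2 (-0.087, camera adjusted p 0.0107 and 2.34e-04). Leaving out eS6A-Δ6SA replicate 2 brought the median between the transgenic lines to 0.011 and cost it its call (camera adjusted p 0.580).

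Plastid-encoded genes had a median log2 fold change of -0.22 in rps6a against WT (camera adjusted p 2.48e-09), which became 0.14 under spike-in scaling, while relative to the median of all genes it was -0.21 under either scaling. The median was 0.13 in rps6b and 0.16 in eS6A-HA against WT (camera adjusted p 2.33e-06 and 2.34e-19), positive under each scaling. It was -0.062 in eS6A-Δ6SA against WT (camera adjusted p 0.00443), 0.072 under spike-in scaling, and -0.22 in eS6A-Δ6SA against eS6A-HA (camera adjusted p 3.00e-24), -0.0071 under spike-in scaling. Of the 103 genes, 25 were higher in rps6a, 74 in rps6b, 95 in eS6A-HA and 32 in eS6A-Δ6SA than in WT, and 12 in eS6A-Δ6SA than in eS6A-HA. In the same order 48, 35, 7, 4 and 28 were called over all genes (limma), and 52, 36, 33, 5 and 60 adjusted over the list alone. Of those called over all genes 1, 33, 7, 3 and 0 were higher. In eS6A-Δ6SA against WT most called genes thus went against the negative median.

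Light-harvesting genes had a median log2 fold change of -0.28 in rps6a against WT (camera adjusted p 4.87e-08), with 1 of 17 genes higher, and 0.083 under spike-in scaling, while relative to all genes it was -0.27 and -0.26 under the deposited and the spike-in scaling. Over all genes 13 were called (limma), and adjusted over the list alone 15. The median was -0.092 in rps6b (camera adjusted p 0.0257), 0.062 in eS6A-HA (0.0269), where spike-in scaling gave -0.012, and 0.082 in eS6A-Δ6SA (0.00196), and 0.047 between eS6A-Δ6SA and eS6A-HA (0.273). For rps6b 7 genes were called over all genes and 8 adjusted over the list alone. In the other 3 comparisons 0 genes were called either way, and 3, 6 and 1 had an unadjusted p under 0.05. Without WT replicate 3 the medians of eS6A-HA and eS6A-Δ6SA against WT were 0.0053 and 0.043, and neither passed the threshold. The rps6b median was not past it without WT replicate 1, WT replicate 2 or rps6b replicate 3 (-0.054, -0.10 and -0.063). The eS6A-HA call was also lost without eS6A-HA replicate 1 (0.019, camera adjusted p 0.494). Between the transgenic lines a call was gained without eS6A-HA replicate 1 (0.061, camera adjusted p 0.0273). There the median was -0.021 without eS6A-HA replicate 2 and -0.0015 without eS6A-Δ6SA replicate 1.

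Anthocyanin pathway genes had a median log2 fold change of 1.66 in rps6a and 1.92 in rps6b against WT (camera adjusted p 2.12e-15 and 1.50e-17), positive under each scaling, with 10 of 10 genes higher and called, over all genes and adjusted over the list alone. In eS6A-HA the median was 0.74 (camera adjusted p 2.61e-14), with 9 genes higher, 5 called over all genes and 8 adjusted over the list alone. In eS6A-Δ6SA it was 0.39 (camera adjusted p 8.27e-05), with 8 genes higher, 1 called over all genes and 5 adjusted over the list alone, and 0.66 without eS6A-Δ6SA replicate 2. Between eS6A-Δ6SA and eS6A-HA it was -0.37 (camera adjusted p 6.67e-04), with 1 gene called over all genes and 2 adjusted over the list alone, and -0.20 without eS6A-Δ6SA replicate 2. Each sign held under each scaling.

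**Figure D4:**
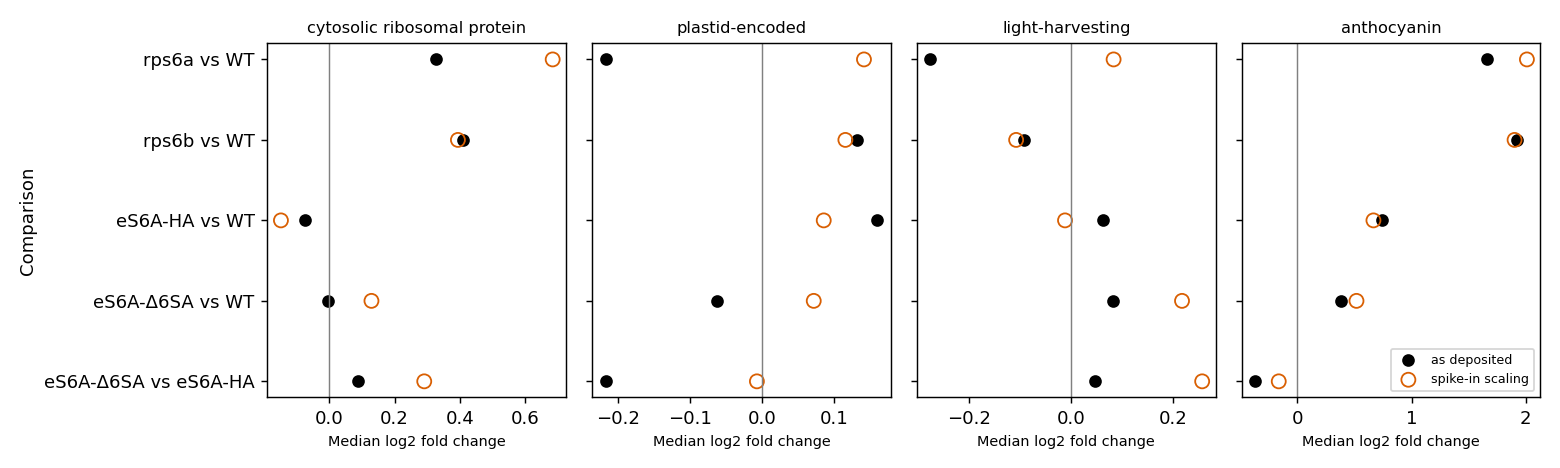
Median log2 fold change of each gene list in 5 comparisons, with the scaling as deposited (filled) and with scaling to the spike-in RNAs (open), and a vertical line at 0. Spike-in scaling moved the plastid-encoded median in rps6a from -0.22 to 0.14 and the light-harvesting median from -0.28 to 0.083, turned eS6A-HA light-harvesting, eS6A-Δ6SA plastid-encoded and eS6A-Δ6SA ribosomal protein medians across 0, and left the anthocyanin medians on their side.

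Of the 20 list tests, camera called 18. Under fry 10 of these held, namely ribosomal protein genes in rps6a and rps6b, plastid-encoded genes in rps6a, rps6b, eS6A-HA and between the transgenic lines, light-harvesting genes in rps6a, and anthocyanin genes in rps6a, rps6b and eS6A-HA. With an estimated correlation 6 held, those of the plastid-encoded genes in rps6a, eS6A-HA and between the transgenic lines, and of the anthocyanin genes in rps6a, rps6b and eS6A-HA.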

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

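All alternatives but 1 were chosen before the data were examined, and 1 choice was changed at a time. Over 67 results they gave 673 values, of which 584 kept direction and side of the threshold or moved little. Leaving out 1 library gave 420 values, of which 349 did. Among single genes, 8 further values of 3 genes changed under the alternatives, all by losing a call: SPX1, IMS2 and ATMG01390 in both of its comparisons. Leaving out 1 library cost the same genes 10 calls: IMS2 without WT replicate 2 (-1.07), WT replicate 3 (-0.99), eS6A-HA replicate 2 (-1.13) or eS6A-HA replicate 3 (-0.93), ATMG01390 between the transgenic lines without eS6A-HA replicate 1 (-1.63) or 3 (-1.69), and SPX1 without eS6A-HA replicate 1 (-1.45) or 3 (-1.34) or eS6A-Δ6SA replicate 2 (-1.18) or 3 (-1.48). The fits at a mean of at least 100 gave no value for 9 of the named genes, in 11 comparisons. Spike-in scaling was not planned for the reversal and likeness results, nor DESeq2 for the gene lists.

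Asking for an absolute log2 fold change of at least 1 left 632 genes in rps6a against WT, 640 in rps6b, 37 in eS6A-HA and 69 in eS6A-Δ6SA, 83 between the transgenic lines and 94 between the single mutants. Against rps6a it left 628 in eS6A-HA and 301 in eS6A-Δ6SA, and against rps6b 601 and 304. Called in both single mutants were 371 genes. Of the rps6a changes 60.1% were reversed in eS6A-HA and 35.0% in eS6A-Δ6SA, and 3.64% and 8.70% were still called against WT.

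Spike-in scaling gave 5626 genes in rps6a against WT (95.1% higher), 2218 in rps6b (51.0%), 43 in eS6A-HA (65.1%) and 241 in eS6A-Δ6SA (88.8%). It gave 572 between eS6A-Δ6SA and eS6A-HA (95.6% higher), 4641 between rps6a and rps6b (99.2%), 7514 in eS6A-HA against rps6a (3.31%), 2043 in eS6A-Δ6SA against rps6a (8.27%), 2215 in eS6A-HA against rps6b (35.4%) and 1834 in eS6A-Δ6SA against rps6b (83.4%). With the deposited scaling the shares higher were 49.1%, 49.9%, 69.2%, 51.9%, 46.9%, 44.7%, 53.8%, 55.3%, 51.3% and 52.3% in the same order. The median of all genes shifted by 0.35 in rps6a against WT, 0.13 in eS6A-Δ6SA against WT, 0.21 between the transgenic lines, 0.37 between the single mutants, -0.43 and -0.22 in eS6A-HA and eS6A-Δ6SA against rps6a, and 0.15 in eS6A-Δ6SA against rps6b. Of the genes called in rps6a with the deposited scaling, 1978 were also called with the spike-in scaling.

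Under spike-in scaling RPS6A was higher in eS6A-Δ6SA than in WT by 0.52, and lost its call between the transgenic lines (-0.36), as did RPS6B (-0.21). Medians changed sign for plastid-encoded genes in rps6a (0.14) and eS6A-Δ6SA (0.072), for light-harvesting genes in rps6a (0.083) and eS6A-HA (-0.012), and for ribosomal protein genes in eS6A-Δ6SA (0.13), all against WT. The light-harvesting median lost its call in rps6b (-0.11) and gained one between the transgenic lines (0.26). Relative to the median of all genes, which moves with the lists since a scaling shifts all genes of a library alike, the list medians were nearly those of the deposited scaling (plastid-encoded in rps6a -0.21, light-harvesting in rps6a -0.26).

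Upper quartile scaling turned the ribosomal protein median in eS6A-Δ6SA against WT to 0.016 and cost the light-harvesting genes in rps6b their call (-0.016). It raised the share of called genes that were higher to 64.0% in rps6a and 64.1% in rps6b against WT, and lowered it to 37.9% and 40.5% in eS6A-HA and eS6A-Δ6SA against rps6a and to 36.9% and 38.8% against rps6b.

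With edgeR, RPS6A passed the threshold in eS6A-Δ6SA against WT (0.38) and RPS6B lost its call between the transgenic lines (-0.41). The ribosomal protein median in eS6A-Δ6SA against WT became 0.0080, the light-harvesting genes lost their call in rps6b (-0.085) and eS6A-HA (0.057), and 71.0% of the rps6a changes were reversed in eS6A-HA. Of its 3578 genes in rps6a against WT, 3391 were shared with limma. With DESeq2 the same pair of calls changed, RPS6A at 0.38 and RPS6B at -0.42. A pseudocount of 10 also brought RPS6A in eS6A-Δ6SA past the threshold (0.38). Over its alternatives the adjusted p of this gene ranged from 0.0146 to 0.0611, and that of RPS6B between the transgenic lines from 0.0129 to 0.434.

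With a mean of at least 100, 2248 genes differed in rps6a against WT, 2452 in eS6A-HA against rps6a and 282 between the transgenic lines. Reversed in eS6A-HA were 78.2% and in eS6A-Δ6SA 56.2% of the rps6a changes, with 11.4% still called in eS6A-Δ6SA, and the likeness of the single mutants was 0.833. The ribosomal protein median in eS6A-Δ6SA against WT was 0.0027, and light-harvesting genes in rps6b (-0.11) and anthocyanin genes in eS6A-Δ6SA (0.32) lost their call. Without a filter the likeness was 0.743, the reversed shares 70.1% and 44.8%, and 8.38% were still called in eS6A-Δ6SA. Fitting only the 2 groups compared gave 76.9% reversed in eS6A-HA and 7.51% still called in eS6A-Δ6SA, and RPS6B lost its call between the transgenic lines (-0.42).

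The replicate numbers did not pair the libraries: over 6572 genes, 7 of the 30 pairs of libraries with the same number correlated above 0.1, from -0.35 to 0.41. With the replicate block, 3544 genes differed in rps6a against WT and RPS6A passed the threshold in eS6A-Δ6SA against WT (0.38).

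Under fry, these list medians were no longer past the threshold: ribosomal protein genes in eS6A-HA (-0.074) and between the transgenic lines (0.087), plastid-encoded genes in eS6A-Δ6SA (-0.062), light-harvesting genes in rps6b (-0.092), eS6A-HA (0.062) and eS6A-Δ6SA (0.082), and anthocyanin genes in eS6A-Δ6SA (0.39) and between the transgenic lines (-0.37). With the estimated correlation in camera the same 8 were lost, and 4 more: ribosomal protein genes in rps6a (0.33) and rps6b (0.41), plastid-encoded genes in rps6b (0.13) and light-harvesting genes in rps6a (-0.28).

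The alternative chosen after seeing the data left out 39 of the 135 ribosomal protein genes, whose family names are shared with organellar ribosomes or with a superfamily. The median of the other 96 was 0.32 in rps6a, 0.42 in rps6b, -0.086 in eS6A-HA and -0.0085 in eS6A-Δ6SA against WT and 0.087 between the transgenic lines, with no call of camera changed.

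Leaving out 1 library at a time gave from 2721 to 3263 genes in rps6a against WT and from 3007 to 3591 in rps6b. In eS6A-HA it gave from 65 (without eS6A-HA replicate 1) to 129, with 69 without WT replicate 2, 80 without eS6A-HA replicate 2 and 69 without eS6A-HA replicate 3. In eS6A-Δ6SA it gave from 250 (without WT replicate 2) to 432. Between the transgenic lines it gave from 241 (without eS6A-HA replicate 3) to 570, with 279 without eS6A-HA replicate 1 and 255 without eS6A-Δ6SA replicate 3. Between the single mutants it gave from 293 (without rps6a replicate 1) to 358, with 316 without rps6b replicate 3. Against rps6a the ranges were 2918 to 3409 in eS6A-HA and 1438 to 1866 in eS6A-Δ6SA, and against rps6b 2865 to 3264 and 1852 to 2445.

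In the same fits, RPS6A in eS6A-Δ6SA against WT ranged from 0.28 to 0.47, past the threshold without WT replicate 1 (0.47) or eS6A-Δ6SA replicate 1 (0.46). RPS6B between the transgenic lines ranged from -0.54 to -0.34, not past it without eS6A-HA replicate 2 (-0.34), eS6A-HA replicate 3 (-0.37) or eS6A-Δ6SA replicate 2 (-0.35). The reversed share ranged from 62.6% to 76.2% in eS6A-HA and from 34.1% to 53.8% in eS6A-Δ6SA, and the share still called from 1.14% (without eS6A-HA replicate 1; 1.21% without replicate 3) to 2.84% and from 6.71% to 11.7%. The likeness ranged from 0.773 to 0.821, and the genes called in both single mutants from 1847 to 2309.

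Among the lists, the ribosomal protein median ranged from -0.13 (without WT replicate 3) to 0.011 (without WT replicate 1) in eS6A-HA against WT. It lost its call without WT replicate 1 (camera adjusted p 0.932). In eS6A-Δ6SA against WT it ranged from -0.087 (without eS6A-Δ6SA replicate 2) to 0.078 (without eS6A-Δ6SA replicate 1), with 0.069 without WT replicate 1, -0.023 without WT replicate 2 and -0.078 without WT replicate 3. It passed the threshold upward without WT replicate 1 or eS6A-Δ6SA replicate 1 (camera adjusted p 0.00422 and 0.00208) and downward without WT replicate 3 or eS6A-Δ6SA replicate 2 (camera adjusted p 0.0107 and 2.34e-04), the highest over the fits being 0.951. Between the transgenic lines it ranged from 0.011 (without eS6A-Δ6SA replicate 2) to 0.16 (without eS6A-Δ6SA replicate 1). It lost its call without eS6A-Δ6SA replicate 2 (camera adjusted p 0.580). The light-harvesting median ranged from -0.14 (without WT replicate 3) to -0.054 (without WT replicate 1) in rps6b, with the call also lost without WT replicate 2 (-0.10) or rps6b replicate 3 (-0.063). In eS6A-HA it ranged from 0.0053 (without WT replicate 3) to 0.090, with 0.019 without eS6A-HA replicate 1. It was not past the threshold without WT replicate 3 or eS6A-HA replicate 1 (camera adjusted p 0.612 and 0.494). In eS6A-Δ6SA it ranged from 0.043 (without WT replicate 3) to 0.12 (without WT replicate 2 or eS6A-Δ6SA replicate 3). Between the transgenic lines it ranged from -0.021 (without eS6A-HA replicate 2) to 0.061 (without eS6A-HA replicate 1), with -0.0015 without eS6A-Δ6SA replicate 1 and 0.016 without eS6A-Δ6SA replicate 2. It gained a call without eS6A-HA replicate 1 (camera adjusted p 0.0273). Plastid-encoded genes in eS6A-Δ6SA against WT ranged from -0.098 (without WT replicate 3) to -0.056. Anthocyanin genes ranged from 0.28 to 0.66 (without eS6A-Δ6SA replicate 2) in eS6A-Δ6SA against WT, and from -0.50 to -0.20 (without eS6A-Δ6SA replicate 2; -0.22 without eS6A-HA replicate 1) between the transgenic lines. The cause of these shifts was not tested.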

Other observations

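Most tests in this part were chosen only after the result was seen: the splits of the libraries, the depth of libraries, the tests of RPS6B reads and of summed eS6 transcripts, the loci near the mutated genes, the tests of phosphate genes by their fry criterion, the tests on libraries centred on their medians and the spread of spike-in reads. The tests on length and GC content of the shared deviation and of ribosomal protein genes were set before their results were seen.

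Each comparison was repeated on the other splits of its 6 libraries into 3 and 3. In each of the 10 comparisons 1 of the 10 splits, the real one, gave as many genes as reported (3468 in rps6a and 3800 in rps6b against WT, 130 in eS6A-HA, 420 in eS6A-Δ6SA, 429 between the transgenic lines, 477 between the single mutants, and 3852, 2109, 3748 and 2701 for the transgenic lines against the single mutants). The highest count of another split was 67 genes in eS6A-Δ6SA against WT, 3 in eS6A-HA against WT, 1 between the transgenic lines and 0 in the other 7 comparisons. Another split mixes the groups and puts any real difference into the spread, which lowers its count. These counts are therefore not a rate of false calls. With 10 splits the share cannot fall below 0.1, so the splits by themselves cannot exclude a grouping by chance.

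In WT replicate 1, rps6a replicate 1 and eS6A-Δ6SA replicate 2, genes deviated from their group means in a shared way (r 0.408, 0.412 and 0.263 for the pairs, mean 0.361, over 6572 genes). These libraries were picked after the correlations were seen. Removing a trend on transcript length left a mean r of 0.351, and removing one on GC content left 0.352, so neither trend was the whole cause. The 3 libraries had the fewest reads of their groups, but the libraries with the fewest reads in the other groups correlated with them at -0.0578, which argues against depth. No biological explanation was tested, and a shared day of growth or library preparation was not given by the labels.

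RPS6B reads were 3.07-fold higher in rps6b than in eS6A-HA and 4.14-fold higher than in eS6A-Δ6SA, although all 3 lines carried a mutated RPS6B. The lowest rps6b library had 253 normalized counts and the highest transgenic library 95.9. RPS6A reads assigned to RPS6B do not account for this, since there were 4.73 RPS6B counts per 100 RPS6A counts in eS6A-HA and 15.5 in rps6b. Nor does scaling, as the log2 difference was at least 1.62 under each of 3 scalings. WT seedlings mixed into rps6b cannot be told apart from a property of the line. If the mutant seedlings had the eS6A-HA level, the RPS6B reads would need a WT share of at least 19.3%. This value is the gap between 28.6% of the WT mean in rps6b and 9.30% in eS6A-HA. It is a lower bound, since WT seedlings would take the place of mutant ones that keep some reads. Of 10052 well-expressed genes 2 fell below 19.3% in each rps6b library, 0 when set against the lowest WT library. Genes were not counted at a larger share. A different RPS6B allele in the transgenic lines may also be behind the higher RPS6B reads in rps6b and was not tested.

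The rps6a changes were less fully reversed in eS6A-Δ6SA than in eS6A-HA. The summed RPS6A and RPS6B transcript level was alike in rps6a (1291) and eS6A-Δ6SA (1304). These sums include reads of the mutated genes and miss transgene reads that do not match RPS6A. As the whole cause the summed level is argued against by the 9.72% of rps6a changes still called in eS6A-Δ6SA. A simulated line equal to rps6a gave 87.8%, which may be too high, as its effects came from genes picked for large differences. The 3800 genes that differed in rps6b at a summed level of 1990, near that of WT (1883), also argue against it. As part of the cause the level stays open. Counted RPS6A in eS6A-Δ6SA was 67.9% of that in eS6A-HA. With 1 line of each form, the level and the form of the protein cannot be told apart. A lower activity of the Δ6SA form and a lower dose may each contribute, and protein levels were not analysed here.

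Linked variants carried along with the mutations and acting on genes nearby would raise the density of calls near the mutated genes. Among the 200 tested loci nearest RPS6A, 19% differed in rps6a against WT, and 21% elsewhere (one-sided Fisher exact p 0.783). Near RPS6B the shares in rps6b were 20% and 23.1% (one-sided Fisher exact p 0.868). For calls of at least 1 on the log2 scale, 12 of 200 loci near RPS6B differed (6%, against 3.87% elsewhere, one-sided Fisher exact p 0.0925). No excess of calls near the mutated genes was thus found at the threshold. Effects of linked variants on distant genes, and variants elsewhere in the genome, were not tested and stay open.

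IPS1 and SPX1, a pair of genes known to respond to phosphate starvation, were among the genes named by rule. A list of 17 other genes of that response was fixed before their values were seen, and 13 of them passed the filter in these shoots. Between eS6A-Δ6SA and eS6A-HA 12 of the 13 were lower, with a median log2 fold change of -0.91 (camera adjusted p 1.46e-15, fry adjusted p 0.00974 over 10 comparisons). With length and GC trends removed the median relative to all genes was -0.90 (fry adjusted p 0.00777), so these trends were not the whole cause. Nor was scaling, which moves all genes of a library alike: with each library centred on its median of all genes the list median was -0.92 and 12 of 13 genes were lower (fry adjusted p 0.00963). Uncentred, the median was -0.89 under upper quartile scaling (fry adjusted p 0.0125) and -0.70 under spike-in scaling, where the call was lost (fry adjusted p 0.0896) and the median of all genes was 0.21. A single library stays open: when any 1 was left out the median relative to all genes was -0.75 or lower, but without eS6A-HA replicate 3 (-0.75) the fry adjusted p was 0.0538, over the other 5 fits at most 0.0476. Against WT the list was higher in eS6A-HA by 0.55 (12 of 13 genes, camera adjusted p 8.41e-10, fry adjusted p 0.0716), and lower in eS6A-Δ6SA (median -0.32, 11 of 13, camera adjusted p 4.97e-04, fry adjusted p 0.197) and in rps6b (median -0.42, 10 of 13, camera adjusted p 0.00447, fry adjusted p 0.133). It was lower in eS6A-Δ6SA than in rps6a for 13 of 13 genes (median -0.22, camera adjusted p 4.21e-04, fry adjusted p 0.134), and higher in eS6A-HA than in rps6b by 0.93 (camera adjusted p 2.13e-08, fry adjusted p 0.00802). Between rps6a and rps6b 12 of the 13 were higher, with a median of 0.49 (camera adjusted p 5.41e-09), and the fry adjusted p of 0.0716 left that open. These values suggest a difference in phosphate response between the transgenic lines as a hypothesis. Differences in growth or harvest between the lines may be the source and cannot be excluded, since the labels give no batch.

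Cytosolic ribosomal protein transcripts are short (median length 984 bases, against 1865 for all tested genes), so a length bias may raise or lower them together. With trends on length and GC content removed from each library, their median log2 fold change was 0.26 in rps6a (fry adjusted p 0.0233) and 0.33 in rps6b (fry adjusted p 0.0101) against WT, so these trends were not the whole cause. A raised level of ribosomal protein transcripts in both mutants is a hypothesis that these values leave standing, while the estimated correlation in camera gave adjusted p of 0.165 and 0.126 (over the alternatives they ranged from 2.70e-19 to 0.165 and from 1.52e-22 to 0.126).

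Nuclear reads per spike-in read were 9.30 ± 0.508 in rps6a and 7.75 ± 0.572 in WT (SD, n = 3; exact permutation p 0.1, the smallest possible, adjusted over 8 tests 0.4). A higher amount of nuclear transcripts per unit of total RNA in rps6a and a difference in the spike-in added cannot be told apart with 3 libraries each. Plastid reads per spike-in read were 11.3 ± 0.711 in WT, 10.3 ± 0.665 in rps6a (exact permutation p 0.2, adjusted 0.533) and 9.42 ± 0.555 in rps6b (exact permutation p 0.1, adjusted 0.4). These reads include ATCG00020, whose share of gene reads was lower in both mutants than in WT. A spike-in difference would move nuclear and plastid reads alike, and with each library centred on its median of all genes the plastid-encoded genes were lower in rps6a than in WT (median -0.24, 80 of 103 genes, fry adjusted p 8.20e-07). It was therefore not the whole cause of the gap between nuclear and plastid transcripts, while for the nuclear reads alone it stays open.

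Genes with at most 3 reads in each WT library and at least 20 normalized counts in each library of another group numbered 8 in rps6a, 6 in rps6b, 0 in eS6A-HA and 3 in eS6A-Δ6SA, and 0 the other way round in each. The 3 in eS6A-Δ6SA were AT3G01345, AT3G29633 and AT5G28335, all also named by rule. Their cause was not tested.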
